A study of Hydra vulgaris with 32 samples.

How the data were processed

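Messenger RNA of the freshwater polyp Hydra, strain Sf-1, was measured by RNA sequencing in 32 libraries of 10 groups. Each library came from central body columns, without the apical and basal ends, and the animals were not fed once the experiment had started. Per the labels' protocols, RNA was extracted with a Qiagen RNeasy kit, enriched for polyA RNA and made into directional Illumina TruSeq libraries.

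Sequences are named by the authors' own identifiers, which hold a sequence number, a locus number and a code that starts with tr or vl. The deposited count table gives whole-number read counts for 79774 sequences at 25879 loci in each library, and 8195 of these sequences had 0 counts in all 32 libraries. The aligner, the counting program, the sequence set, the use of strand and the treatment of reads that match several sequences are named neither in the file headers nor in the labels. Counts of 7 or more digits are printed with 6 significant digits: all 17 such values end in zeros after the 6th digit. A sequence is not a gene. Of the loci, 13827 hold 2 or more sequences, and reads shared by sequences of 1 locus may have been split among them, so values of single sequences are uncertain where a locus holds several.

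A second table deposited by the authors holds a normalized signal for 31594 of the sequences. Tested against the counts, each of its columns equals the count times 1 constant per library, which ranged from 0.669 to 2.80. All of its sequences had over 1 CPM, which is the count divided by the library total in M (mega) counts, in at least 1 library, and 87 other sequences that pass the same limit are outside it. The sequences outside this table held 0.109% to 0.425% of the counts of a library. This table was used only for an alternative test.

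Groups were taken from the labels, which give the treatment, the days after its beginning and the days of starvation. The sample titles carry day numbers that are lower by 1 for the control and hydroxyurea groups (3, 4, 6 and 10 in place of 4, 5, 7 and 11) and read 10 for the heat shock and colchicine groups, whose labels give 9 days after the beginning of treatment and 11 days of starvation. The label days are used throughout. Heat shock and colchicine were compared with the control group of day 11, which matches them in days of starvation. Replicates carry the letters A to D of the titles. No 2 libraries of a group were alike within sampling noise: over sequences with a summed count of at least 20, the chi-square of 2 replicates divided by its degrees of freedom was 12.0 or more.

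Counts were tested with edgeR 4.0.16 in R 4.3.3, using the quasi-likelihood F-test with robust dispersion estimates. All 32 libraries were fitted together with 1 mean per group, which leaves 22 residual degrees of freedom. Library totals were scaled by TMM factors, which ranged from 0.832 to 1.18. The filterByExpr function with its default minimum of 10 counts kept 38606 sequences at 16824 loci, which hold 99.9% of all counts. A sequence was called when its Benjamini-Hochberg adjusted p was under 0.05. The dependence of the hydroxyurea effect on the day was tested as an F-test of 3 contrasts, the effects on days 5, 7 and 11 each minus that on day 4. CPM values use TMM-scaled totals. Principal components and shifts of sets of sequences use log2 CPM with a prior count of 2.

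Library totals ranged from 13.1 to 36.6 M counts. A count of 0 allows up to 3 counts, which is 0.0706 to 0.276 CPM depending on the library, and where all libraries of 1 group are at or under 3 counts a fold change is given as a bound against that floor. Such floors cover counting error only, since reads without molecular identifiers are not independent molecules.

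Sequences are named by a rule fixed before the data were examined, as were the tests and most alternatives. The rule takes, in each direction, the 2 sequences with the largest value of their smallest absolute log2 fold change over hydroxyurea day 11, heat shock and colchicine. Only sequences called in 1 direction in all 3, with a mean of at least 5 CPM and with every treated library beyond every control day 11 library, could be chosen. The identifiers were compared with a table of 28925 genes of the assembly HydraT2T_AEP, and 0 of them matched. Sequences are therefore reported by identifier, no gene names or genome positions are given, and tests of marker gene lists and of GC content or length were not run.

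The same fit was tested on simulated counts. Counts were drawn with the means of the control day 11 libraries, the real library sizes and the fitted dispersions, and 200 sequences were changed by 2-fold or 4-fold in the heat shock, colchicine and hydroxyurea day 11 groups. Of 36167 sequences tested, the fit called 130, 129 and 121 of the changed ones for hydroxyurea, heat shock and colchicine, with 4, 4 and 9 false calls. Among those changed by 4-fold, 82% were recovered in each of the 3 comparisons, and among those changed by 2-fold 48%, 47% and 39%. In the day test, 84 of the 200 were called (63% of those changed by 4-fold and 21% of those changed by 2-fold), with 6 false calls. The 7 comparisons without a simulated change gave 0 calls. The changed sequences were drawn only from those above a minimum CPM in the control day 11 libraries. Each sequence had the same dispersion in all libraries, which leaves out the wider spread of the real colchicine replicates. The recovery and the false calls therefore need not hold for the real colchicine calls or for weakly expressed sequences.

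Comparisons with the same control libraries share their chance deviations. Treated groups without any effect were therefore simulated 10 times against the real control day 11 counts, and the resulting correlations and overlaps are given beside the observed ones. The simulated counts were drawn around the means of these same control libraries. The chance deviation of the controls is therefore missing from the simulated fold changes, and the simulations cannot measure what shared controls add.

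The alternatives were DESeq2 1.42.0, median-of-ratios size factors, library totals without TMM, no filter, a filter at a mean of 50 counts, a fit to the compared groups only, the replicate letter as a block, a threshold of 2-fold, limma 3.58.1 on log2(value + 1) of the authors' normalized table, Spearman correlation, and leaving out each library in turn. Chosen after seeing the data were sums over the sequences of a locus, voom with library quality weights, control libraries split so that 2 comparisons share none, the replicates B, C and D alone, the replicates A, C and D alone and the replicates A, B and D alone for 4 of the comparisons, and colchicine replicate A alone. Other splits of the libraries into groups of the same sizes were fitted in the same way, all of them where there were 10 or 35, and otherwise 40 that include the real one.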

Results

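The data comprised polyA RNA sequencing of central body columns from Hydra polyps of the strain Sf-1, a thermosensitive mutant. Fast cycling cells of these animals were depleted in 3 ways. Hydroxyurea, an inhibitor of DNA synthesis, was given at 10 mM in 3 periods of 24 h separated by pauses of 12 h. Heat shock held the animals at 28 °C for 62 h. Colchicine, which blocks microtubule assembly, was given at 0.4% for 8 h. Hydroxyurea-treated animals were sampled 4, 5, 7 and 11 days after the beginning of treatment with 3 libraries per day. Untreated controls had 3 libraries on each of days 4, 5 and 7 and 4 libraries on day 11. Heat shock (4 libraries) and colchicine (3 libraries) were sampled on day 9, after 11 days of starvation, and were compared with the control group of day 11, which had been starved for as long.

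Read counts were given per assembled sequence, 79774 in all, and 38606 of them were tested. Library totals ranged from 23.6 to 36.6 M counts in 30 of the 32 libraries. Colchicine replicates B and C were shallower, with 15.2 and 13.1 M counts. These libraries also detected fewer sequences, 38573 and 28726, against 43693 to 51458 in the other 30. In each of the 10 groups the replicate A library was the deepest. Counts for the replicates B, C and D alone are therefore given beside the pooled ones, and replicate A, with 1 library per group, gives no test of its own. Replicates correlated across sequences with Pearson r from 0.904 to 0.947 of log2 CPM in the groups other than colchicine and from 0.842 to 0.885 in colchicine. These are correlations across sequences, which are not independent replicates.

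The first principal component of log2 CPM held 31.1% of the variance and separated the 13 control libraries, with scores from -141.9 to -121, from the 19 treated ones, with scores from 0.959 to 219. Along it the hydroxyurea libraries moved from 0.959 to 31.6 on day 4 to 91.8 to 127 on day 11. Heat shock replicate B, with a score of 13.9, lay apart from the other 3 heat shock libraries, which scored 90.9 to 112. The second component held 11.7% and was set by colchicine replicates B and C, with scores of 144 and 315, whereas colchicine replicate A scored 8.92.

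**Figure D1:**
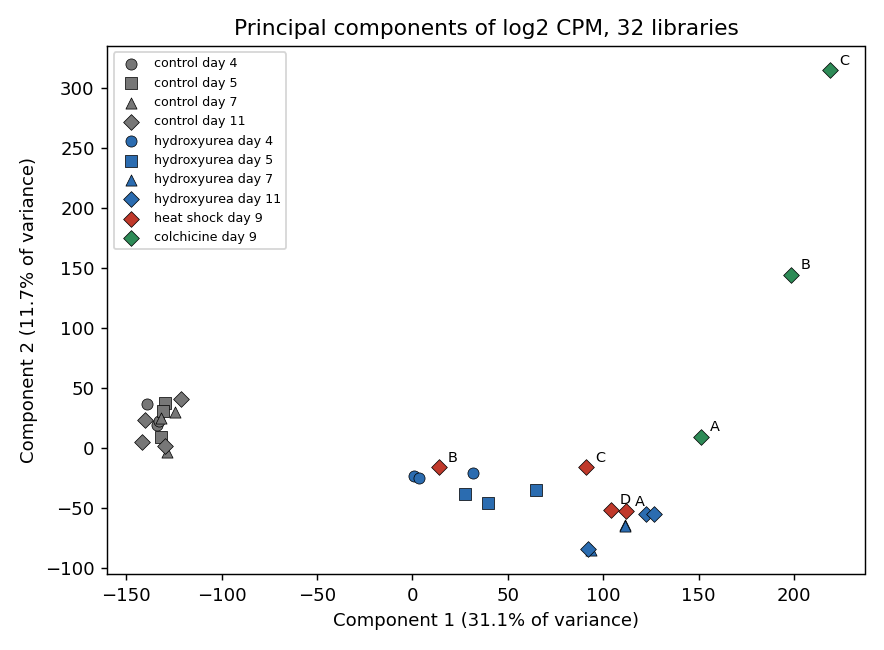
Scores of the 32 libraries on components 1 and 2 of log2 CPM, with colour for the treatment, marker for the day and replicate letters at the heat shock and colchicine libraries. The 13 controls lie at scores of -121 or lower on component 1, heat shock replicate B lies at 13.9, and colchicine replicates B and C reach 144 and 315 on component 2.

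Hydroxyurea was compared with the control of the same day to follow the transcriptome over the days after the beginning of treatment. By the schedule in the labels, the last treatment period ended at about the time of the day 4 sampling. Day 4 therefore does not separate the presence of the drug from a loss of cells. On day 4, 3299 sequences had an adjusted p under 0.05 in edgeR's quasi-likelihood test, of which 1023 were higher and 2276 lower in treated animals. Among the alternatives it ranged from 1308, when the replicates A, B and D alone were fitted with 2 hydroxyurea and 2 control libraries, to 5845 with voom and library quality weights. It rose to 4314 sequences on day 5 (1455 higher, 2859 lower), 5432 on day 7 (1956 higher, 3476 lower) and 5909 on day 11 (2445 higher, 3464 lower). The last step did not hold at equal group size, since day 11 gave 5154 to 5341 sequences when 1 of its 4 control libraries was left out. When only the compared groups were fitted, day 7 gave 7057 and day 11 gave 6923. The replicates B, C and D alone gave 2163, 3145, 4315 and 5280 sequences on the 4 days. Among the sequences called lower, the median log2 fold change was -1.52 on day 4 and -2.18 on day 11, and among those called higher it was 0.92 and 0.91. Of the sequences lower on day 4, 1798 (79.0%) were also lower on day 11, and of those higher on day 4, 782 (76.4%) were also higher on day 11. On all 4 days 1638 sequences were lower and 634 higher.

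The difference between days was tested directly. The hydroxyurea effect depended on the day for 648 sequences with an adjusted p under 0.05 in the F-test of edgeR. In 629 of them (97.1%) the absolute log2 fold change was larger on day 11 than on day 4, and in 601 both days had the same sign. Of the 648, 328 were called on both days, 304 on day 11 and not on day 4, and 8 on day 4 and not on day 11. In the fit of replicates B, C and D alone 1 sequence was called. Fits of the same kind gave 447 sequences without replicate B and 3 without replicate C, so the count was unstable at 2 libraries per group.

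Untreated animals were compared between days 11 and 4 to measure the change with starvation alone. There were 111 sequences with an adjusted p under 0.05 in edgeR, 15 higher and 96 lower on day 11, and 2985 sequences had an unadjusted p under 0.05. The count was 10 in replicates B, C and D alone. Leaving out single libraries lowered it to between 23 and 62, and control day 4 replicate A decided the lowest value. Other alternatives raised it, to 187 with the replicate block, 450 with DESeq2 and 1169 with voom and library quality weights. The lowest count of all alternatives was 1, in replicates A, B and D alone. In each fit that gave both, this count was below that of every comparison of a treatment with its control.

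**Figure D2:**
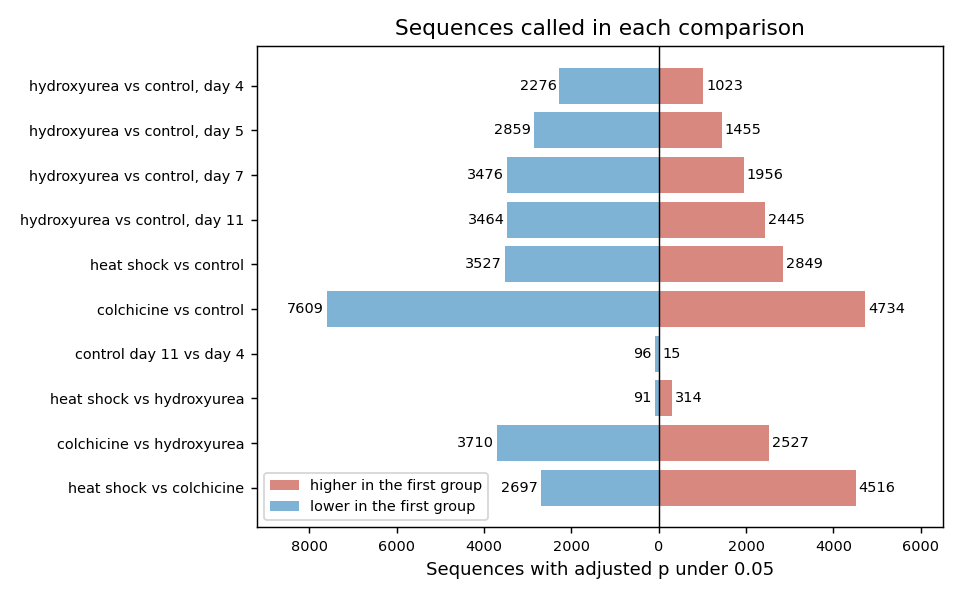
Number of sequences with an adjusted p under 0.05 in each of the 10 comparisons of 2 groups, drawn to the right of 0 for sequences higher in the group named first and to the left for sequences lower in it. Lower sequences outnumber higher ones in the 6 comparisons of a treatment with its control, from 2276 against 1023 on hydroxyurea day 4 to 7609 against 4734 after colchicine, although in sums per locus heat shock gave 2460 lower and 2502 higher loci.

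Heat shock was compared with control animals starved for 11 days. The test called 6376 sequences, 2849 higher and 3527 lower. In counts summed per locus the excess of lower calls was gone, with 2502 loci higher and 2460 lower, and hydroxyurea day 11 gave 2231 higher and 2341 lower. Replicates B, C and D alone gave 5676. Over the 2359 sequences that hydroxyurea day 11 lowered by at least 2-fold, the median log2 shift from the controls was -3.35, -3.34 and -3.24 in heat shock replicates A, C and D and -2.22 in replicate B. The same sequences shifted by -3.36 to -3.45 in the 3 hydroxyurea day 11 libraries.

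Colchicine was compared with the same controls. The test called 12343 sequences, 4734 higher and 7609 lower. A fit restricted to the colchicine and control day 11 libraries called 6332, of which 6223 were among the 12343. That fit also tested fewer sequences, 31945. Replicates B, C and D alone gave 13549. The median log2 fold change of all tested sequences was -0.26 in colchicine, against -0.05 in heat shock and -0.03 in hydroxyurea day 11. As a difference of mean log2 CPM it was -0.03 in the deep colchicine replicate A and -0.65 in the mean of the shallow replicates B and C. The sequences called lower had a median log2 difference from controls of -1.40 in replicate A and -2.35 in the mean of replicates B and C, so their size of change differed between a deep and 2 shallow libraries.

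The late treatments were also tested against each other at 11 days of starvation. Heat shock differed from hydroxyurea day 11 in 405 sequences, 314 higher and 91 lower after heat shock, and the median log2 fold change of the 314 was 4.14. Single libraries moved this count. It was 111 (74 higher, 37 lower) without heat shock replicate B and 877 without heat shock replicate A. Without hydroxyurea day 11 replicates A, B or C it was 82, 31 or 34. The excess of higher sequences did not hold in all fits, with 11 higher and 20 lower without hydroxyurea day 11 replicate B. The count was 241 in replicates B, C and D alone (113 higher, 128 lower), and 1 in a fit of these 2 groups alone. Colchicine differed from hydroxyurea day 11 in 6237 sequences, 2527 higher and 3710 lower after colchicine, but 3338 higher and 3322 lower with median-of-ratios size factors. Heat shock differed from colchicine in 7213 sequences, 4516 higher and 2697 lower after heat shock. The last 2 counts were 8246 and 9739 in replicates B, C and D alone. They fell to 555 and 1019 when only the compared groups were fitted.

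Calls shared by the treatments were counted to find sequences that changed however the cells had been depleted. In heat shock, colchicine and hydroxyurea day 11 alike, 2376 sequences were lower and 1401 were higher than in control day 11. With independent calls 62.4 and 22.1 sequences would be shared. Simulated groups without an effect, drawn around the means of the same control libraries, had at most 1 called sequence per comparison in each of 10 simulations. Lists this short could share at most 1 sequence, and they shared 0, so they set no level for the overlap of long lists. Replicates B, C and D alone shared 1987 lower and 1188 higher sequences. Heat shock and hydroxyurea day 11 shared 2734 lower sequences, which were 77.5% of those lower after heat shock and 78.9% of those lower after hydroxyurea. They shared 1822 higher sequences, and 2 sequences were lower after heat shock and higher after hydroxyurea. Opposite calls were more frequent with colchicine. Between colchicine and hydroxyurea, 194 sequences were lower after colchicine and higher after hydroxyurea, and 39 the reverse. Between heat shock and colchicine, 41 were lower after heat shock and higher after colchicine, and 309 the reverse. Colchicine alone had 4382 lower and 2503 higher sequences that neither other treatment shared. A call after colchicine that is missing after the others is no test of a difference between treatments. The direct tests given above address that question, and how many of these sequences they called was not counted. The 4382 depend on the fit. All lower calls after colchicine numbered 3658 when only the compared groups were fitted and 3673 with voom and library quality weights. They numbered 7864 with DESeq2 and 8271 in replicates B, C and D alone.

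Log2 fold changes of all tested sequences had a Pearson r of 0.743 between heat shock and hydroxyurea day 11, 0.626 between colchicine and hydroxyurea day 11 and 0.648 between heat shock and colchicine. Simulated groups without an effect gave mean values of 0.157, 0.176 and 0.163. They were drawn around the means of the same control libraries, so these values leave out what shared controls add. On differences of mean log2 CPM the values were 0.859, 0.691 and 0.721 with all controls shared. With 2 control libraries for each treatment and none in common, the medians over 6 assignments were lower, at 0.717, 0.592 and 0.608. Replicates B, C and D alone gave 0.669, 0.506 and 0.497. Leaving out colchicine replicate A lowered the last 2 correlations to 0.490 and 0.515. These are correlations across sequences, which are not independent replicates.

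**Figure D3:**
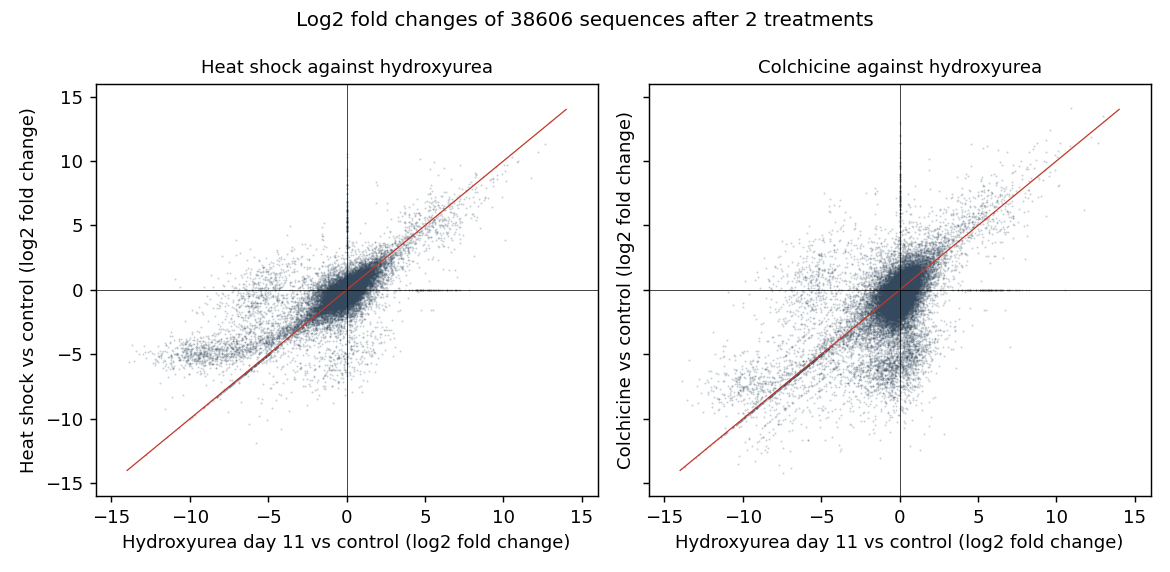
Log2 fold change against control day 11 of each of the 38606 tested sequences after heat shock (left) and colchicine (right), plotted against that after hydroxyurea day 11, with the line of equal change in red. Sequences with 0 counts in a group take large fitted values that depend on the prior count, and the correlations are 0.743 on the left and 0.626 on the right.

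The sequences with the largest smallest change over the 3 late treatments were taken from 871 higher and 1247 lower ones that met the rule. The higher sequence seq71717_loc23794_vl0058884 had 0 counts in all 4 control day 11 libraries. It had 34.7 ± 19.8 CPM (SD, n = 3) after hydroxyurea day 11, 35.1 ± 32.3 CPM (SD, n = 4) after heat shock and 49.6 ± 8.87 CPM (SD, n = 3) after colchicine. Set against the floor of 3 counts, these values were at least 346-fold, 349.8-fold and 494-fold higher, with adjusted p of 4.64e-05, 3.89e-05 and 1.38e-05 in edgeR. Without replicate A the heat shock mean was 19.4 CPM, at least 194-fold above the floor. On day 4 hydroxyurea libraries already had 54.4 ± 9.74 CPM against 1.67 ± 2.08 CPM in controls (SD, n = 3 each), where the mean was 0.486 CPM without control replicate C. The 7 sequences of its locus together rose from 4.69 ± 1.38 CPM in control day 11 (SD, n = 4) to 70.7 ± 33.1 after hydroxyurea and 116 ± 17.4 after colchicine (SD, n = 3 each). After heat shock they had 72.0 ± 55.3 CPM (SD, n = 4), and 45.2 CPM without replicate A.

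The higher sequence seq21277_loc08909_tr0614643 had 0 counts in all 13 control libraries. It had 28.3 ± 22.5 CPM (SD, n = 3) after hydroxyurea day 11, 11.2 ± 7.09 CPM (SD, n = 4) after heat shock and 12.0 ± 8.31 CPM (SD, n = 3) after colchicine. These values were at least 282-fold, 111-fold and 119-fold higher than the floor, with adjusted p of 5.05e-06, 1.80e-05 and 9.90e-06 in edgeR. Without replicate C the colchicine mean was 7.36 CPM, at least 73.2-fold above the floor. Voom with library quality weights kept the direction in all 3 treatments but not the calls. In hydroxyurea the mean was 6.98 ± 3.15 CPM on day 4, 8.95 ± 5.00 on day 5 and 23.2 ± 5.91 on day 7 (SD, n = 3 each). The 9 sequences of its locus together had 9.70 ± 1.60 CPM in control day 11 (SD, n = 4) and 46.5 ± 29.3 CPM after hydroxyurea day 11 (SD, n = 3). After heat shock they had 18.9 ± 6.64 CPM (SD, n = 4) and after colchicine 20.7 ± 6.15 CPM (SD, n = 3). Of the 2 other sequences of this locus that were tested, 0 were called higher in all 3 treatments.

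The lower sequence seq24627_loc10016_tr0652930 had 30.2 ± 3.46 CPM (SD, n = 4) in control day 11 and 0 counts in all 10 libraries of the late treatments. The controls were at least 279.7-fold above the floor of hydroxyurea day 11, 291-fold above that of heat shock and 156-fold above that of colchicine, with adjusted p of 3.16e-07, 6.62e-08 and 3.29e-07 in edgeR. Hydroxyurea libraries had 2.81 ± 1.51 CPM on day 4 and 1.14 ± 1.05 CPM on day 5 (SD, n = 3 each), the latter 0.665 CPM without replicate A. The 4 sequences of its locus together fell from 168 ± 14.2 CPM (SD, n = 4) to 12.3 ± 1.42 CPM after hydroxyurea day 11 and 16.2 ± 5.02 CPM after colchicine (SD, n = 3 each). After heat shock they had 16.6 ± 6.48 CPM (SD, n = 4).

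The lower sequence seq61333_loc20997_vl0140103 had 13.2 ± 2.78 CPM (SD, n = 4) in control day 11. It had 0 counts in the 3 hydroxyurea day 11 libraries and at most 2 counts in a heat shock and 1 count in a colchicine library. The controls were at least 122-fold, 127-fold and 68.3-fold above the floors, with adjusted p of 1.60e-06, 4.78e-07 and 3.85e-06 in edgeR. Its locus holds 23 sequences, which together had 47.8 ± 4.16 CPM in control day 11 (SD, n = 4) and 46.5 ± 7.37 CPM after hydroxyurea day 11 (SD, n = 3). After heat shock they had 45.4 ± 1.21 CPM (SD, n = 4), so both values differed from controls by less than the SD of the controls. After colchicine they had 40.9 ± 3.15 CPM (SD, n = 3), which was lower by more than that SD.

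**Figure D4:**
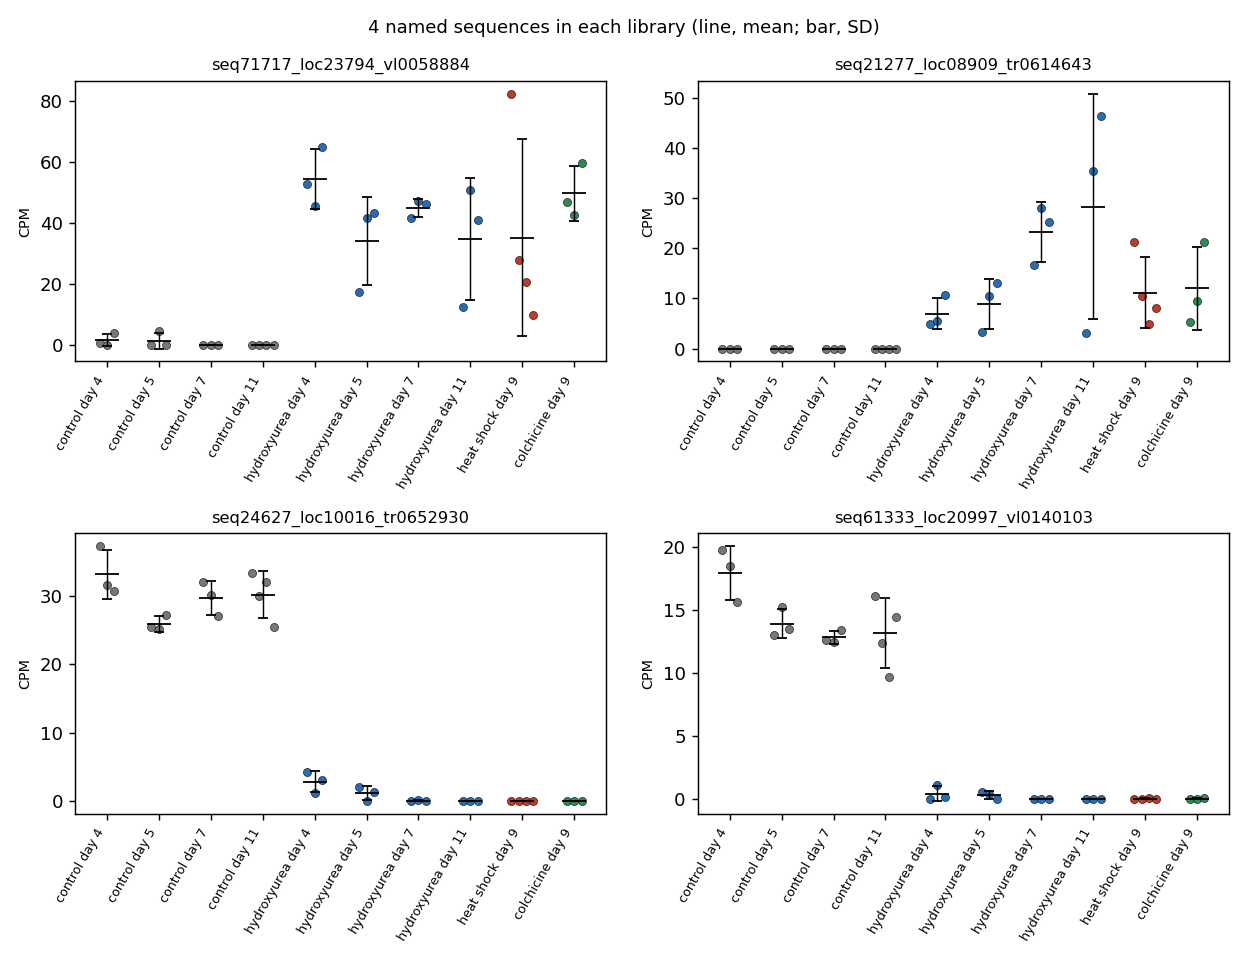
CPM of the 4 named sequences in each of the 32 libraries, grouped by treatment and day, with points for libraries, horizontal lines for means and bars for the SD. The upper pair had 0 counts in all control day 11 libraries, and the lower pair had 2 or fewer counts in every library of hydroxyurea day 11, heat shock and colchicine.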

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

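The tests of the replicate B libraries, of 0 counts in heat shock replicate B, of the days exchanged among hydroxyurea libraries, of the replicate A depth and of the 2 reads were chosen only after the result was seen. In the groups of 4 libraries, control day 11 and heat shock, 15 measures, 7 in controls and 8 in heat shock, were compared between libraries by the gap of the most extreme library to its nearest neighbour, divided by the range. In 3 of the 15 this ratio was above the critical value of Dixon's test for 4 samples, where chance gives about 0.75. In 1 of these 3, seq61333_loc20997_vl0140103 in heat shock, only 1 library had reads. The ratio is then 1 whatever the count, so this case cannot be weighed against the 0.75.

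The first was the median log2 shift from the controls of the 2359 sequences that hydroxyurea day 11 lowered by at least 2-fold. Heat shock replicate B had -2.22, and the other heat shock libraries had -3.35 to -3.24. Lower depth was tested by thinning the other 3 libraries at random to 13.1 M counts, below the 26.0 M of replicate B. Their shifts stayed at -3.41, -3.32 and -3.32, which argues against depth. A batch of the replicate B libraries was tested in the 5 other treated groups, where replicate B exceeded the mean of replicates A and C by at most 0.0736. In 0 of these 5 groups was it the library nearest to the controls. In heat shock, replicate B exceeded the mean of replicates A, C and D by 1.09. A fixed share of control-like RNA in the library was tested in tertiles of the hydroxyurea day 11 fold change, over sequences with over 5 CPM in controls. The share of the control level needed beyond the other 3 libraries was 9.78% in the most lowered tertile, 10.2% in the middle and 9.12% in the least lowered one. The ratio of the last to the first was 0.932, close to 1, whereas a weakening of all log2 fold changes by 1 factor would have given 4.95. The same estimate was -0.73% to 0.93% in the other heat shock libraries. The share did not hold in every single sequence. Among 459 sequences where it predicts 20 or more counts and the other 3 libraries were under 2% of control, 8 had 0 counts in replicate B, and 0 did in control libraries thinned to that share. Named ones among the 8 were seq24627_loc10016_tr0652930, with 72.3 counts predicted, and seq61333_loc20997_vl0140103, with 31.6. All 8 lay at loci with several sequences, and in sums over loci chosen in the same way 0 of 212 had 0 counts, with a median share of 9.88% and percentiles 5 and 95 of 4.65% and 20.9%. A candidate explanation is therefore that about 9.86% of this library was RNA like that of untreated animals at the level of loci, though not in each sequence. Whether it came from animals that kept their fast cycling cells or entered during handling or library preparation was not tested. An exchange of labels with a control library would have put replicate B among the controls on component 1, at scores of -121 or lower, and it scored 13.9.

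The next was the total of control day 11 replicate A, 36.6 M counts, where the other 3 libraries of the group had 26.8 to 28.3 M counts. Replicate A was the deepest library in 10 of the 10 groups, which random letters give with an exact probability of 9.53e-06. This is consistent with a batch of the replicate A libraries that were sequenced or prepared apart from the others, and no label names one. No biological explanation was tested.

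The last of the 3 was seq61333_loc20997_vl0140103, with 0.0757 CPM in heat shock replicate C and 0 in the other 3 heat shock libraries. The value stands for 2 reads. All reads of the group fall in 1 of its 4 libraries with a probability of 0.256, so counting noise is a sufficient explanation. No biological explanation was tested.

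The effect of hydroxyurea differed between days by a direct test, in 648 sequences. Of 40 assignments of the hydroxyurea libraries to the 4 days with the controls kept, the real one included, 1 gave as many, and the others gave at most 39 sequences. Mixing the days adds their differences to the spread in these fits. A change of the controls was tested by its part in the difference between the effects on days 11 and 4. The controls gave a net 0.208% of the summed difference, in which control changes of opposite sense cancel. Their median absolute log2 change was 0.20 in the 648 sequences, against 4.19 in hydroxyurea. Of the 648, 20 were also called between control days 11 and 4. Depth was tested by thinning the 25 libraries to 23.6 M counts, after which 617 sequences were called, 595 of them among the 648 (91.8%). Both results argue against these causes. Another explanation tested was 1 share of control-like RNA that shrinks from day to day. The share left on day 4 beyond that of day 11 was 12.4% in the most lowered tertile. It was 14.1% in the middle and 21.6% in the least lowered one, and the ratio of 1.74 is past the limit of 1.5 set beforehand. The tertiles and the share both use the hydroxyurea day 11 values, which can raise the share in the least lowered tertile. Quartiles overlapped, at 3.16% to 24.6% in the most and 8.64% to 40.9% in the least lowered tertile. This test therefore cannot exclude a shrinking share. The strength of the result in 648 sequences is limited by the fits with 1 replicate letter left out, which gave 1, 447 and 3 sequences. Of the 648, 646, 641 and 644 kept an unadjusted p under 0.05 in the edgeR test of these fits. The low counts therefore arose at the adjusted threshold. The 648 were chosen on libraries that these fits share, so the 3 fits are no independent test. A change that goes on in the treated animals after day 4 stays open as a hypothesis. So do the time since the last hydroxyurea period and any difference in handling of the hydroxyurea libraries of different days. The design separates neither from the day.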

How the results depend on the processing

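In each alternative that gave counts, each comparison of a treatment with its control kept calls in both directions, and the counts changed as follows. A further threshold of 2-fold lowered the counts to 1860, 2372, 3047 and 3457 for hydroxyurea on days 4, 5, 7 and 11, to 3712 for heat shock and to 7844 for colchicine. It gave 44 sequences between control days, 265 for heat shock against hydroxyurea, 3433 for colchicine against hydroxyurea, 3789 for heat shock against colchicine and 591 higher in all 3 late treatments.

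With DESeq2, 450 sequences differed between control days, 1214 between heat shock and hydroxyurea, and 1160 in the effect of hydroxyurea by day. Median-of-ratios size factors gave 60 between control days. Without a filter these numbers were 53 between control days and 118 for heat shock against hydroxyurea, and the correlation of these treatments was 0.643. A mean of at least 50 counts gave 615 sequences for heat shock against hydroxyurea, and correlations of 0.900 for heat shock and hydroxyurea, 0.779 for colchicine and hydroxyurea and 0.791 for heat shock and colchicine. With fewer weakly expressed sequences tested, all 3 correlations were higher. The authors' normalized table with limma gave 0.863 for heat shock and hydroxyurea, and Spearman's rho for colchicine and hydroxyurea was 0.501. Sums per locus gave 8084 loci for colchicine (3713 higher, 4371 lower), 1518 lower in all 3 treatments and a correlation of 0.873 for heat shock and hydroxyurea.

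When only the groups compared were fitted, colchicine gave 6332 sequences and the control days 38. Heat shock against hydroxyurea gave 1, which was not among the 405, colchicine against hydroxyurea 555, heat shock against colchicine 1019 and the effect by day 1337. Voom with library quality weights gave 5845, 6847, 9129 and 9362 sequences for hydroxyurea on the 4 days, 6833 for colchicine and 1169 between control days. It gave 1070 for heat shock against hydroxyurea, 2593 for colchicine against hydroxyurea, 2744 for heat shock against colchicine and 1171 for the effect by day. Except for the smaller sets, the cause of these changes was not tested.

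The replicates B, C and D alone gave 2163 sequences for hydroxyurea day 4, 10 between control days, 241 for heat shock against hydroxyurea, 1 for the effect by day, and correlations of 0.506 for colchicine and hydroxyurea and 0.497 for heat shock and colchicine. The replicates A, C and D alone gave 1498 for hydroxyurea day 4, 10 between control days and 4 for heat shock against hydroxyurea. The replicates A, B and D alone gave 1308 for hydroxyurea day 4, 1 between control days, 3 for the effect by day and 0 for heat shock against hydroxyurea, where 3061 sequences had an unadjusted p under 0.05. These 3 fits had 22 libraries in place of 32.

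With single libraries left out in turn, the control days gave 23 to 62 sequences and heat shock against hydroxyurea 31 to 877, the highest without heat shock replicate A. Hydroxyurea day 4 gave 2189 to 2484. Colchicine against hydroxyurea gave 4407 to 10896 and heat shock against colchicine 5559 to 11007, in both the highest without colchicine replicate A. The correlations ranged from 0.490 to 0.645 for colchicine and hydroxyurea and from 0.515 to 0.669 for heat shock and colchicine, the lowest without colchicine replicate A. The other counts and the correlation of heat shock and hydroxyurea stayed within 1.5 times or within the spread between replicates.

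The replicate letters did not pair the libraries by the rule that r exceeds 0.1 in every pair of a comparison, which 0 of the 10 comparisons met. Deviations from group means of libraries with the same letter correlated with a median r of 0.185 for A, 0.00768 for B, 0.0701 for C and 0.0368 for D. For letter A r was 0.339, 0.160, 0.323 and 0.234 in the 4 pairs of hydroxyurea and control, so the A libraries of these groups did deviate together. With the replicate block 187 sequences differed between control days, and no other count moved by over 1.5 times. Hydroxyurea day 4 gave 3794 sequences, colchicine against hydroxyurea 7032, and heat shock against hydroxyurea 380, of which 310 were among the 405.

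Scaling moved the share of higher calls. With library totals alone it fell from 31.0% to 20.5% for hydroxyurea day 4 and from 44.7% to 32.5% for heat shock, where the median log2 fold change of all sequences moved from -0.05 to -0.16. With median-of-ratios factors it fell from 62.6% to 52.6% for heat shock against colchicine and rose from 40.5% to 50.1% for colchicine against hydroxyurea, where DESeq2 gave 3969 higher and 3934 lower sequences. The excess of lower sequences in the last comparison therefore depends on the scaling. For the 4 named sequences, 208 values under alternatives gave 0 reversed directions. In 3 of them, all of seq21277_loc08909_tr0614643 under voom with library quality weights, the call was lost. The depth of colchicine replicates B and C, at 15.2 and 13.1 M counts, limits what can be said of weakly expressed sequences after colchicine. Alternatives for marker gene lists were not run, since the identifiers matched 0 gene names.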

Other observations

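The tests of the sequences reduced after colchicine, of 0 counts in colchicine replicate C, of the replicate letters and of the splits of hydroxyurea day 4 were chosen only after the result was seen.

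Other splits of the same libraries into groups of the same sizes were fitted for each comparison. For hydroxyurea against control, 1 of the 10 splits gave as many called sequences as the real one on each of days 4, 5 and 7, which was the real one itself, and the other splits gave at most 1, 2 and 0. With 10 splits this share cannot fall under 0.1. On day 11, 1 of 35 splits gave as many, and the largest of the others gave 1312 against 5909. For heat shock and colchicine against control, 1 of 35 splits each gave as many, and the largest of the others gave 127 and 4101. For control day 11 against day 4, 1 of 35 splits gave as many as 111, and the others gave at most 4.

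Among the late treatments, 3 of the 35 splits of the heat shock and hydroxyurea day 11 libraries gave 405 or more sequences, so the count is not outside what regroupings give. The other 2 splits moved heat shock replicate A or replicate D to the hydroxyurea side and gave 1064 and 481. In both, heat shock replicate B stayed in the opposite group of 3. For colchicine against hydroxyurea 1 of 10 splits gave as many sequences as the real one, with 889 at most in the others. For heat shock against colchicine 1 of 35 did, with 4673 at most in the others. Of 40 random regroupings of the late libraries, the real one included, 1 gave as many sequences lower in all 3 treatments and 1 gave as many higher, with 0 in each of the others. As large a correlation of fold changes was found in 1 of the 40 for heat shock and hydroxyurea, in 7 for colchicine and hydroxyurea and in 8 for heat shock and colchicine. The medians of the other regroupings were 0.454, 0.444 and 0.449, but the largest value for heat shock and hydroxyurea was 0.738, close to the real 0.743. In such regroupings the control group holds treated libraries, so their correlations are built from the real effect and are no measure of chance, and the counts of shared calls are lowered by the mixed groups. Groups simulated without an effect gave correlations of at most 0.200, but these leave out the chance deviation of the controls. With no control library in common, the lowest correlation of differences of mean log2 CPM was 0.532. The shared controls alone therefore do not account for the observed correlations, which are across sequences.

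A set of sequences was strongly reduced after colchicine alone. With over 10 CPM in each of the 29 other libraries and less than 1 part in 8 of their lowest value in each colchicine library, 82 sequences at 63 loci were found. The same rule gave 0 reduced sequences in each of the other 9 groups, 0 gained ones in any group, and at most 1 in 1000 random triples of the 29 libraries. For control and hydroxyurea groups and random triples this was nearly fixed in advance, since libraries of the same treatment stayed among the others. Heat shock could have met the rule, but its replicate B lay closer to the controls. These counts are therefore weak evidence that such a loss is special to colchicine. The 82 sequences held 1.08% to 4.02% of the counts of the other libraries and 0.0438% to 0.0597% of those of the colchicine libraries. Their median log2 fold change after colchicine, with the 2 sequences at the floor set to their bounds, was -4.60. After heat shock and hydroxyurea day 11 it was 1.08 and 0.98, and 75 and 62 of them were called higher there. From control day 4 to day 11 it was -0.63, with 25 called lower. Few molecules in replicates B and C were tested as a cause by choosing sequences on these 2 libraries alone. Of the 92 chosen, 82 (89.1%) were also reduced by that rule in the deep replicate A, which argues against it. Reads that moved to other sequences of the same loci would raise those, but the 150 others had a median log2 shift of -2.76 in replicate A, against -0.03 for all sequences. A common origin of the RNA was tested by the deviations from group means in the other 29 libraries. Their mean correlation across the 82 sequences was 0.523 (0.529 with 1 sequence per locus), against a mean of 0.142 and a maximum of 0.245 in 1000 random sets of the same size. One source of RNA that colchicine removed, such as 1 kind of cell or another organism living on the polyps, is therefore a candidate explanation. Genes switched off together inside cells that survived would give the same values, so this stays open.

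Colchicine replicates B and C detected 38573 and 28726 sequences. Fewer reads alone do not account for this, since replicate A thinned to the 13.1 M counts of replicate C detected 43280, and the lowest of the 11 other late libraries thinned in this way detected 40136. Thinned to the 15.2 M counts of replicate B, replicate A detected 43996. Few starting molecules were tested by 0 counts where the other libraries of the group predicted 20 or more. In replicate C 912 of 17642 such sequences (5.17%) had 0 counts and in replicate B 1.72%, against 0.562% to 1.52% in the 12 other late libraries. Few starting molecules, by low input or by degraded RNA, are consistent with the value of replicate C. A loss of cells that differed between colchicine samples was not tested. This limits the fold changes of weakly expressed sequences after colchicine.

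The sequence with the most counts, seq02924_loc01654_tr0661331, was chosen after its values were seen. It took 0.401% to 14.3% of the counts of a library, a 35.8-fold range. Replicate A had the lowest share in 9 of the 10 groups, with an exact probability of 2.19e-04 for random letters, or 8.76e-04 after multiplication by 4 letters. The exception was colchicine, where replicate A had 2.09%. A batch that follows the replicate letter is consistent with this, as with the depth of the replicate A libraries. The deviations of 48 other sequences from their group means correlated with those of this sequence with r over 0.8, and those of 27 with r under -0.8. The sequence was not called after heat shock, colchicine or hydroxyurea day 11, with adjusted p of 0.537, 0.145 and 0.447 in edgeR. No biological explanation was tested.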
